# Intestinal Lymphatic Endothelial Cells Produce R-Spondin3

**DOI:** 10.1038/s41598-018-29100-7

**Published:** 2018-07-16

**Authors:** Reiki Ogasawara, Daigo Hashimoto, Shunsuke Kimura, Eiko Hayase, Takahide Ara, Shuichiro Takahashi, Hiroyuki Ohigashi, Kosuke Yoshioka, Takahiro Tateno, Emi Yokoyama, Ko Ebata, Takeshi Kondo, Junichi Sugita, Masahiro Onozawa, Toshihiko Iwanaga, Takanori Teshima

## Abstract

The R-Spondin (R-Spo) family regulates WNT signaling and stimulates the proliferation and differentiation of intestinal stem cells (ISCs). R-Spo plays a critical role in maintaining intestinal homeostasis, but endogenous producers of R-Spo in the intestine remain to be investigated. We found that R-Spo3 was the major R-Spo family member produced in the intestine and it was predominantly produced by CD45^−^CD90^+^CD31^+^ lymphatic endothelial cells (LECs) in the lamina propria of the intestinal mucosa. Transcriptome analysis demonstrated that LECs highly expressed R-Spo receptor, *Lgr5*, suggesting an autocrine stimulatory loop in LECs. LECs were significantly reduced in number, and their R-Spo3 production was impaired in intestinal graft-versus-host disease (GVHD) after allogeneic hematopoietic stem cell transplantation. The impaired production of R-Spo3 in the intestine may be a novel mechanism of delayed tissue repair and defective mucosal defense in intestinal GVHD. We demonstrate a novel role of intestinal LECs in producing R-Spondin3 to maintain intestinal homeostasis.

## Introduction

The intestinal mucosal epithelium is composed of a single layer of intestinal epithelial cells, including absorptive enterocytes, Paneth cells, goblet cells, enteroendocrine cells, and Tuft cells. All intestinal epithelial cells originate from leucine-rich repeat-containing G-protein-coupled receptor 5 (Lgr5) expressing intestinal stem cells (ISCs)^1,2^. Enterocytes have a rapid turnover time of 3–5 days; loss of ISCs in inflammatory diseases results in disrupts of barrier function of the intestinal mucosa and allows systemic translocation of intraluminal pathogens, exacerbating the underlying diseases^3–5^.

The R-Spondin (R-Spo) family is the ligand of Lgr5 on ISCs and potentiates WNT/β-catenin signaling by inhibiting the turnover of WNT receptors. The R-Spo protein family in mammals consists of four members with a similar structure: R-Spo1, R-Spo2, R-Spo3, and R-Spo4^6,7^. We and others have shown that administration of recombinant human R-Spo1 promotes Lgr5^+^ ISCs to self-renew and differentiate towards enterocytes, Paneth cells, and goblet cells^4,8,9^. R-Spos are also indispensable for *in vitro* culture of intestinal organoids^1^. It has been shown that R-Spo3 and, to a lesser extent, R-Spo2 play a critical role in tissue regeneration after radiation-induced mucosal injury in the gut using neutralizing antibodies against each member of the R-Spo family^10^. However, it remains to be elucidated which cells in the small intestine produce R-Spos. We investigated the producers of R-Spos in the murine small intestine and found that R-Spo3 was produced by CD45^−^CD31^+^CD90^+^ lymphatic endothelial cells (LECs) in the lamina propria. Interestingly, the numbers of LECs and R-Spo3 production were reduced in mouse graft-versus-host-disease (GVHD) after allogeneic hematopoietic stem cell transplantation (SCT).

## Results

### R-Spo3 is the major R-Spo protein produced in the intestine

First, we investigated which members of the R-Spo family were endogenously produced in the intestine. mRNA was extracted from the small intestine of naïve B6D2F1 mice and subjected to quantitative PCR analysis of R-Spo family genes. We found that *R-Spo3* and, to a lesser extent, *R-Spo1* and *R-Spo2* were expressed in the small intestine, while *R-Spo4* was not detected (Fig. 1a). To confirm the production of R-Spos at the protein level, lysates of the small intestine of naïve B6D2F1 mice were subjected to western blotting. Significant expression of R-Spo3, but not R-Spo1 or R-Spo2, was detected in the lysates, indicating that R-Spo3 is the major R-Spo protein produced in the small intestine (Fig. 1b, Supplementary Figure 1).

**Figure 1:**
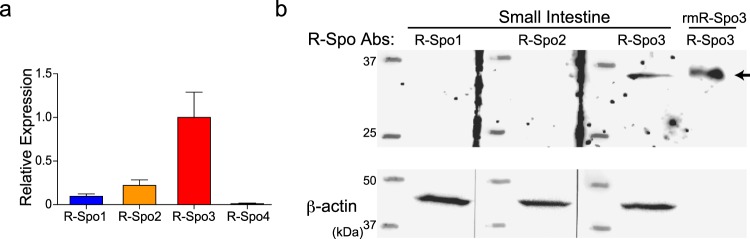
R-Spo3 is the major R-Spo molecule produced in the intestine. (**a**) mRNA was extracted from the small intestine of naïve B6D2F1 mice and subjected to quantitative PCR analysis of R-Spo family genes. Relative expressions of *R-Spo 1-4* normalized to *18S rRNA* from one of two independent experiments with similar results is shown as the means ± SE of n-fold difference relative to the expression of R-Spo3 (n = 6/group). (**b**) R-Spo1, R-Spo2, and R-Spo3 proteins as well as β-actin as a loading control in the lysates of small intestines of naïve B6D2F1 mice were detected by western blotting. Cropped images for R-Spo bands (top), and β-actin bands taken with shorter exposure time than that for R-Spondins (bottom) are shown. Images of full length gel with ranged exposure times are shown in Supplementary Figure 1. Recombinant mouse R-Spo3 (rm-R-Spo3) was applied on the far-right lane as a control (arrow).

### CD45^−^CD90^+^CD31^+^ lymphatic endothelial cells in the intestine produce R-Spo3

To explore the physiological producers of R-Spo3 in the small intestine, we measured expression levels of *R-Spos* in three cell types in the small intestine: intestinal epithelial cells (IECs), CD45^+^ hematopoietic cells, and CD45^−^ non-IEC non-hematopoietic cells. We found that *R-Spo1-3*, but not *R-Spo4*, were detected in the CD45^−^ non-IEC non-hematopoietic cell fraction, with *R-Spo3* expressed at the highest level (Fig. 2a). As previously reported, the CD45^−^ non-IEC non-hematopoietic cell fraction in the intestine includes CD90^+^CD31^−^ mesenchymal cells, such as muscular cells and fibroblasts, CD90^−^CD31^+^ blood vascular endothelial cells (VECs), CD90^+^CD31^+^ lymphatic endothelial cells (LECs), and CD90^−^CD31^−^ other cells (Fig. 2b)^11,12^. Flow cytometric analysis demonstrated that CD45^−^CD90^+^CD31^+^ cells expressed the endothelial marker Tie-2 and lymphatic makers, such as Lyve-1 and Podoplanin, confirming that these cells are LECs (Fig. 2c). In contrast, VECs lack lymphatic markers, but are positive for Gr-1 (Ly-6C/Ly-6G) and Tie-2^13^. We found that most of the CD45^−^Lyve-1^+^ LECs expressed both CD31 and CD90, confirming that the CD45^−^CD31^+^CD90^+^ population is the representative population of intestinal LECs (Fig. 2d). To evaluate the expression of *R-Spos* in LECs, quantitative PCR was performed using RNA from four sorted populations based on CD31 and CD90 expression, as shown in Supplementary Figure 2. We found that the expression level of *R-Spo3* was highest in CD45^−^CD90^+^CD31^+^ LECs, while there was minimal expression of R-Spo1, 2, and 4 in each cell population (Fig. 2e, and data not shown). To study the location of CD45^−^CD90^+^CD31^+^ LECs in the intestine, cells from the lamina propria and serosal layer were separately analyzed using a flow cytometry. We found that the majority of these LECs resided in the lamina propria of the small intestine, while the serosal layer was devoid of LECs (Fig. 2f,g). To confirm R-Spo3 protein production in LECs, LECs were sorted and spun onto glass slides. Immunofluorescent staining demonstrated that R-Spo3 was positive in the nucleus and cytoplasm in LECs with moderate enrichment in the nucleus, but not detected in control CD45^−^Lyve-1^−^ cells (Fig. 2h). Furthermore, ELISA showed that the lysates from sorted LECs contained significantly higher R-Spo3 protein levels than those of VECs (Fig. 2i). *In vivo* R-Spo3 expression in LECs was evaluated by fluorescent *in situ* hybridization (FISH) using fluorochrome-conjugated probes against Lyve1 and R-Spo3 transcripts on the intestinal sections. We confirmed that most of the Rspo3 signals were detected in Lyve-1-expressing LECs in the lamina propria of the small intestine (Fig. 3). Altogether, we concluded that LECs in the lamina propria of the small intestine are the major producers of R-Spo3 in adult mice. To further characterize LECs in the intestine, transcriptome analyses of VECs and LECs were performed using microarrays. 

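Endothelial cells negative for CD45 and positive for CD31 were sorted from mouse small intestine into CD90-negative cells, the VECs of the blood vessels, and CD90-positive cells, the LECs of the lymphatic vessels, and 3 samples of each were hybridized to one-color Agilent arrays. The sample labels number them VEC 2, 3 and 4 and LEC 6, 7 and 8 and give at most 10000 sorted cells per sample, while the methods give 0.1 μg of total RNA per labeling and hybridization for 17 h at 65 °C. The description field of the 3 LEC samples names VECs, while their titles and source names give LECs, and the grouping follows the titles and source names. Neither the labels nor the methods say that the samples of a group came from separate mice, so whether the spread behind the p-values lies between mice or between preparations is not known. The deposited values are the intensities that Agilent Feature Extraction 12.0.3.1 gave for each spot after its own background subtraction, and no spot was saturated. Of 56605 probes other than controls, 35266, 33400 and 34824 were well above background on the VEC arrays and 35510, 30929 and 33540 on the LEC arrays. The 75th percentile of the signal was 333 to 375 on the VEC arrays and 381 to 441 on the LEC arrays. From these intensities, log2 signals were taken, 97 to 122 spots per array that the scanner software had marked as outliers were set missing, spots of one probe were averaged, and the 75th percentile of each array was subtracted. The 33776 probes that were well above background on all 3 arrays of at least 1 group were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method. RefSeq accessions named 32994 of the 56605 probes other than controls, for 22911 genes of the GRCm38.p6 annotation. Of these genes, 14971 had a tested probe, and each was represented by its tested probe with the highest mean over the 6 arrays. Where a probe was not well above background on every array of the dimmer group, the fold is a lower bound: the mean of the brighter group against the mean of, per array, the probe's own signal or the lowest signal of any probe well above background, whichever was higher. Such a bound applies to signals with the scanner software's background subtraction, not to signals corrected in another way. It allows for the background but not for the spread between arrays. For Wnt2, with a bound of 1301, the measured fold less its standard error on the log2 scale was 1148. All 6 arrays were on 1 slide and were scanned on 1 day, with VEC 2, 3 and 4 and LEC 6 in its row 1 and LEC 7 and 8 in its row 2, so that a comparison within a row rests on LEC 6 as the single LEC array. Gene lists and the rule for naming genes were fixed before the data were examined, although Fig. 4 and the first entries of Supplementary Table 2 had been seen.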

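Of the 33776 probes tested, 10537 were higher in LECs and 11066 were lower (64.0% in all, limma, adjusted p under 0.05). This balance depends on the scaling between arrays: without it, an alternative chosen after seeing the data, 6916 probes were lower and 65.1% of those past the threshold were higher in LECs, against 48.8% with it. Among genes well above background on all 6 arrays, the differences were largest toward LECs for Mmrn1 (2976-fold), the hyaluronan receptor Lyve1 (2270.4-fold), the transcription factor Tbx1 (1617-fold), Thy1 (1319-fold) and Fndc1 (1167-fold). Thy1 encodes CD90, on which the populations were sorted. Toward VECs they were largest for Esm1 (77.6-fold), Mcf2l (71.9-fold), Endou (68.2-fold), the carbonic anhydrase Car4 (67.1-fold) and the lipoxygenase Alox12 (66.6-fold). All 10 had a limma adjusted p of at most 2.9e-06 and a standard error of at most 0.36 on the log2 scale (n = 3 arrays per group). Over the alternatives, the log2 difference was as low as 9.57 for Lyve1, 8.75 for Tbx1 and 6.76 for Fndc1. Other tested probes gave 3.66 to 7.32 for Fndc1 (against 10.19) and -4.30 and -3.49 for Mcf2l (against -6.17). The other probe of Alox12 gave -3.94 (against -6.06), and that of Endou -6.14 (against -6.09). Over the 33774 probes with a value on every array, the mean Euclidean distance between an LEC and a VEC array was 263, against 68.3 between LEC arrays and 68.2 between VEC arrays. The smallest distance across the groups was 253 and the largest within a group was 75.2. Average-linkage clustering joined the 3 LEC arrays with one another and the 3 VEC arrays with one another before it joined the groups. The ratio of the between-group to the within-group distance was 3.86, the highest of the 10 possible splits into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest that 3 arrays against 3 allow).

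**Figure D1:**
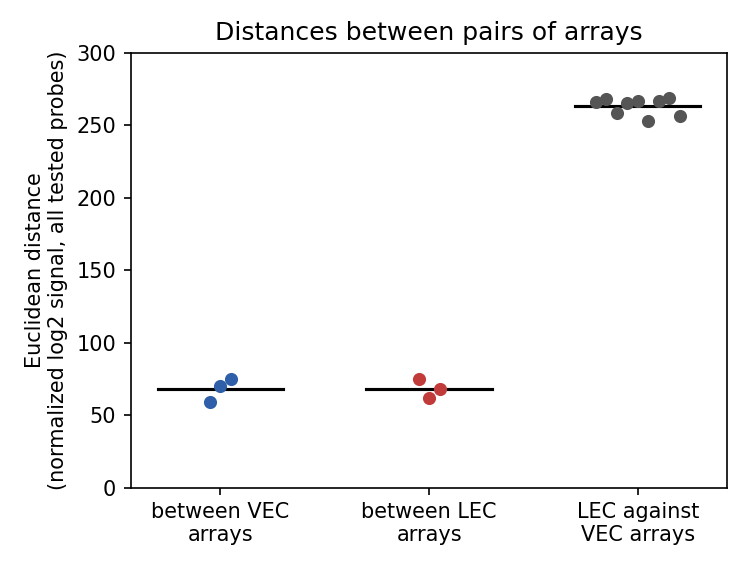
Euclidean distance between each pair of arrays over normalized log2 signals of the tested probes, grouped as pairs of VEC arrays, pairs of LEC arrays and pairs across the groups. Each point is a pair and each line the mean of its group, 68.2, 68.3 and 263.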

Hierarchical clustering using the Euclidean distance of each sample demonstrated that VECs and LECs had distinctive transcriptional profiles (Fig. 4a). In total, 1226 entities up-regulated more than 5-fold in LECs and 975 entities down-regulated more than 5-fold in LECs were selected and are listed in Supplementary Table 2 (Fig. 4b). 

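With a fold over 5 and a mean signal over 100 in the brighter group, 1080 probes were higher in LECs and 1109 were lower, for 605 and 657 named genes. Of the genes that were not well above background on any VEC array, Reln, Mrc1, Sema3d, Rspo3 and Dennd2a had the largest lower bounds, with Mrc1 at least 662-fold, Sema3d at least 505-fold and Dennd2a at least 295-fold higher in LECs. Of those not well above background on any LEC array, Apln was at least 90.7-fold, Rflna at least 80.1-fold, Prnd at least 77.7-fold, Rapgef4 at least 48.7-fold and Chrm2 at least 36.3-fold higher in VECs. Apln encodes apelin, a peptide of angiogenic endothelium. Of 20 measured immune-regulatory stromal factors, 6 were higher in LECs, 10 were lower and 4 did not pass the test (6 higher and 11 lower adjusted over the list alone). The cytokine Il7 was at least 97.3-fold and the alarmin Il33 was 67.0-fold higher in LECs, whereas the stem cell factor Kitl (35.5-fold) and the adhesion molecules Madcam1 (24.1-fold) and Vcam1 (8.97-fold) were higher in VECs. Among 24 semaphorins, plexins and neuropilins, 7 were higher in LECs, 13 were lower and 4 did not pass the test (7 higher and 14 lower adjusted over the list alone), with Sema4d at least 27.2-fold higher in LECs and Nrp1 39.8-fold and Sema5a 25.1-fold higher in VECs. Of 27 genes of lipid uptake and transport, 7 were higher in LECs, 12 were lower and 8 did not pass the test (the same counts adjusted over the list alone). The lipoprotein receptor Vldlr was 258-fold and the lipase Lpl 20.1-fold higher in LECs, and the lipoprotein receptor Scarb1 was 34.2-fold and the fatty acid binding protein Fabp5 14.1-fold higher in VECs. Markers of other cells also differed: 11 of 16 measured myeloid genes were higher in LECs, among them Aif1 (7.20-fold), and 3 were lower (12 and 3 adjusted over the list alone; 6 higher with the slide row as a block, chosen after seeing the data), and the hemoglobin gene Hba-a1 was 23.8-fold higher in VECs (log2 difference -4.57, and -3.95 without LEC replicate 8). Of the 1080 and 1109 probes, 1075 and 1109 also passed the limma test, and the genes named had a limma adjusted p of at most 0.0012. With normexp background correction of the median signals, 577 probes were over 5-fold higher and 662 lower, and with no minimum signal 1636 were higher. As a set against all other genes, none of these 4 lists passed the threshold by camera (adjusted p = 0.22, 0.22, 0.29 and 0.16 in the order given), and without VEC replicate 3 the myeloid list did (adjusted p = 0.034, over alternatives 0.034 to 0.79).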

As expected, highly LEC-specific genes that were defined as fold change >100 and p value <0.001 included well-recognized LEC markers, such as *Pdpn*, *Lyve1*, *and Reln* (Fig. 4c,d). In addition, this category also included growth factors such as *R-spo3*, *Wnt2*, and *Fgf12*, and, interestingly, an R-Spo receptor, *Lgr5*, suggesting that R-Spo3 may have biological effects on LECs by functioning in an autocrine fashion. Furthermore, *Vegfr3* and *Itga9* were specifically expressed in LECs, *Ly6c* was specifically expressed in VECs, and *Vegfr2* was expressed in both populations, further confirming the identity of VECs and LECs (Fig. 4c). 

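Pdpn, which encodes podoplanin, was at least 1505-fold higher in LECs than in VECs, where it was well above background on 1 of 3 arrays (limma adjusted p = 2.2e-05). Lyve1 had a mean normalized log2 signal of 7.33 ± 0.051 (SD, n = 3) in LECs and -3.82 ± 0.74 (SD, n = 3) in VECs, a difference of 11.15 (standard error 0.36, limma adjusted p = 2.9e-06). Reln, the gene of the secreted protein reelin, was not well above background on any VEC array and was at least 4362-fold higher in LECs, and its second probe gave at least 184-fold (limma adjusted p = 3.6e-06 and 4.6e-07). With normexp background correction of the median signals, the log2 differences were 8.11 for Pdpn, 9.57 for Lyve1 and 9.69 for Reln. They had been 11.45, 11.15 and 13.20. Of 25 measured markers of lymphatic endothelium, 23 were higher in LECs, 2 were lower and 0 did not pass the test (the same counts adjusted over the list alone). Besides the genes above, Mmrn1 was among the higher ones, and the lower ones were the transcription factors Gata2, 3.81-fold, and Sox18, 1.37-fold (limma adjusted p = 2.9e-06 and 0.0042). Without scaling between arrays, an alternative chosen after seeing the data, Sox18 did not pass (log2 difference -0.22, limma adjusted p = 0.22). Several of these markers are named in Fig. 4, so the list is not independent evidence of its direction. As a set it was higher than other genes by camera (adjusted p = 2.1e-08), and the adjusted p was 0.08 with an estimated correlation. In all, 111 probes, for 81 named genes, were over 100-fold higher in LECs at an adjusted p under 0.001. Of these, 70 were not well above background on any VEC array and 25 were on all 3, so that many of the folds rest on VEC signals near background. When signals were raised to the lowest level well above background, 62 probes passed, and 18 passed with normexp background correction of the median signals. Toward VECs, 9 probes were over 100-fold higher, against 5 without LEC replicate 6 and 0 with either of these corrections.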

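Rspo3 was the R-spondin gene measured in LECs: its mean normalized log2 signal was 3.86 ± 0.23 (SD, n = 3), it was not well above background on any VEC array, and it was at least 368-fold higher in LECs (limma adjusted p = 1.5e-06). This bound depends on the background subtraction: with normexp correction of the median signals the log2 difference of Rspo3 was 6.19, against 8.86. The probes of Rspo1, Rspo2 and Rspo4 were not well above background on any of the 6 arrays. Of the R-spondin receptors, Lgr5 was at least 43.2-fold higher in LECs, with a measured ratio of 188, and not well above background on any VEC array (limma adjusted p = 9.4e-07), Lgr6 was not well above background on any array, and Lgr4 was on all 6. With normexp correction of the median signals, the log2 difference of Lgr5 was 3.41, against 7.56. The probe that represented Lgr4 differed by 0.29 on the log2 scale (standard error 0.22, limma adjusted p = 0.29), while its other probe was 1.88-fold higher in LECs (limma adjusted p = 0.0013). With the mean of its probes, Lgr4 passed (log2 difference 0.60, limma adjusted p = 0.015). Wnt2, a secreted WNT ligand, was at least 1301-fold higher in LECs and well above background on 2 of 3 VEC arrays (limma adjusted p = 1.1e-06). Its log2 difference was 7.95 with normexp correction, against 10.42. Fgf12 was 8.16-fold higher in LECs by the probe that represented it, which was well above background on all 6 arrays (limma adjusted p = 4.0e-06). Another Fgf12 probe had a measured ratio of 111, but was not well above background on any VEC array and showed at least 40.5-fold (limma adjusted p = 2.3e-05). The log2 difference of Fgf12, 3.03, was 4.38 with the mean of its probes and 2.13 with normexp correction. Of 17 measured genes of the FGF family and its receptors, 4 were higher in LECs, 6 were lower and 7 did not pass the test. Adjusted over the list alone, 4 were higher and 4 lower. Fgf11, Fgf12 and Fgf13 were among the higher ones, and whether these act as ligands of FGF receptors was not tested. Fgf13 was at least 3.12-fold higher in LECs, and Fgfr3 (9.82-fold) and Fgf1 (7.13-fold) were higher in VECs (limma adjusted p = 6.0e-06, 2.1e-05 and 5.8e-06). The number of lower FGF genes was 3 with no filter on dim probes, 3 without VEC replicate 3 and, in alternatives chosen after seeing the data, 3 without scaling between arrays and 2 with the slide row as a block. The FGF list did not stand apart from other genes (camera, adjusted p = 0.91).

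**Figure D2:**
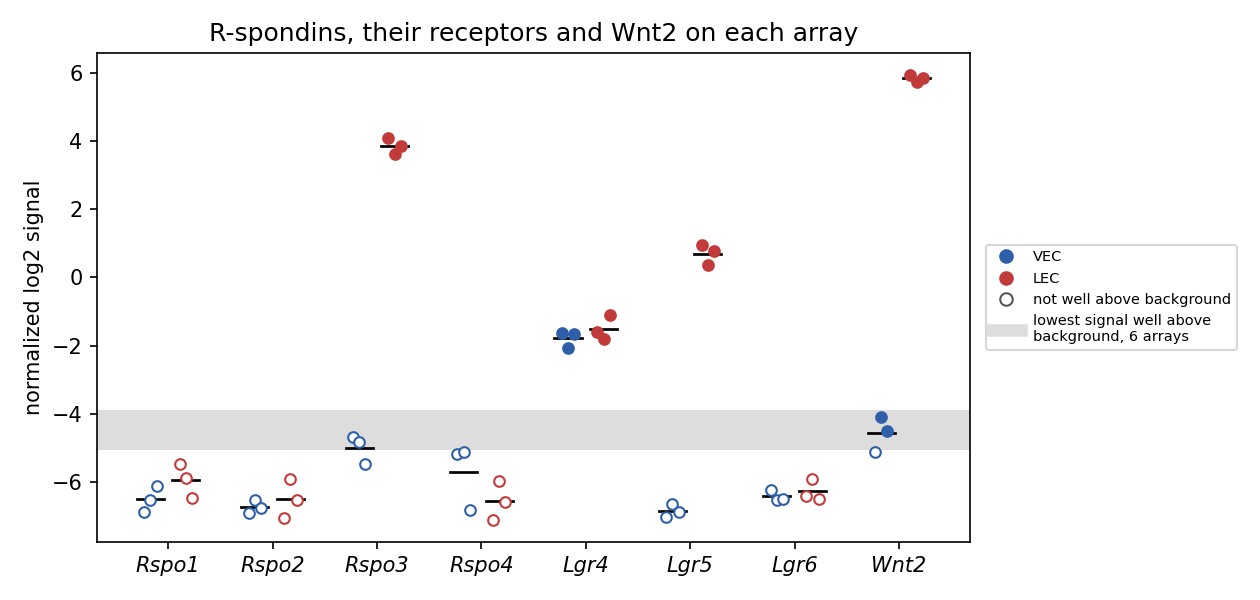
Normalized log2 signal of the 4 R-spondin genes, 3 receptors and Wnt2 on the 3 VEC arrays (blue) and the 3 LEC arrays (red). Open points are not well above background, lines are group means, and the gray band spans the lowest signal well above background on the 6 arrays. Rspo3, Lgr5 and Wnt2 lie far above the band in LECs.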

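Flt4, which encodes VEGFR-3, was 11.8-fold higher in LECs (log2 difference 3.57, standard error 0.080, limma adjusted p = 9.0e-07), and the integrin gene Itga9 was 8.78-fold higher (limma adjusted p = 5.0e-06). Both were well above background on all 3 VEC arrays as well. Ly6c1 was 30.1-fold and Ly6c2 34.5-fold higher in VECs (limma adjusted p = 5.0e-06 and 3.7e-06), and both were well above background on all LEC arrays. These genes are close paralogs, so their probes may not tell them apart. Kdr, which encodes VEGFR-2, had a mean normalized log2 signal of 6.63 ± 0.080 (SD, n = 3) in LECs and 7.48 ± 0.18 (SD, n = 3) in VECs, so that it was 1.80-fold higher in VECs (limma adjusted p = 8.5e-04). Pecam1, the gene of CD31, on which both populations were sorted, was 2.68-fold higher in VECs (limma adjusted p = 7.5e-05). Ptprc, the gene of CD45, was well above background on 2 of 3 arrays of each group and was not tested; its signal was higher on each LEC array than on any VEC array. Of 31 measured markers of blood vascular endothelium, 3 were higher in LECs, 28 were lower and 0 did not pass the test (the same counts adjusted over the list alone). Among the lower ones were Esm1 and Flt1, 59.0-fold, and the higher ones were Nr2f2, 12.5-fold, a transcription factor of venous and lymphatic endothelium, Bmx, 1.94-fold, and Ephb4, 1.35-fold (limma adjusted p of these 4 at most 0.0015). Several of these markers are named in Fig. 4, so this list too is not independent evidence. It was lower than other genes by camera (adjusted p = 7.6e-10), and the adjusted p was 0.3 with an estimated correlation. Of 14 measured VEGF and angiopoietin ligands and receptors, 6 were higher in LECs, 7 were lower and 1 did not pass the test (the same counts adjusted over the list alone). The placental growth factor gene Pgf was 19.3-fold and Angpt1 4.56-fold higher in LECs, and Vegfc was 19.4-fold higher in VECs (limma adjusted p = 3.2e-05, 3.0e-04 and 2.2e-06). This list did not differ as a set (camera, adjusted p = 0.93), and its member Vegfd had probes in opposite directions, with a log2 difference of -0.25 for the probe that represented it (limma adjusted p = 0.022) and 0.70 for the other, which did not pass (limma adjusted p = 0.46). The former did not pass either when VEC replicate 2, VEC replicate 3, LEC replicate 6 or LEC replicate 7 was left out (limma adjusted p from 0.060 to 0.072, over alternatives up to 0.87).

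**Figure D3:**
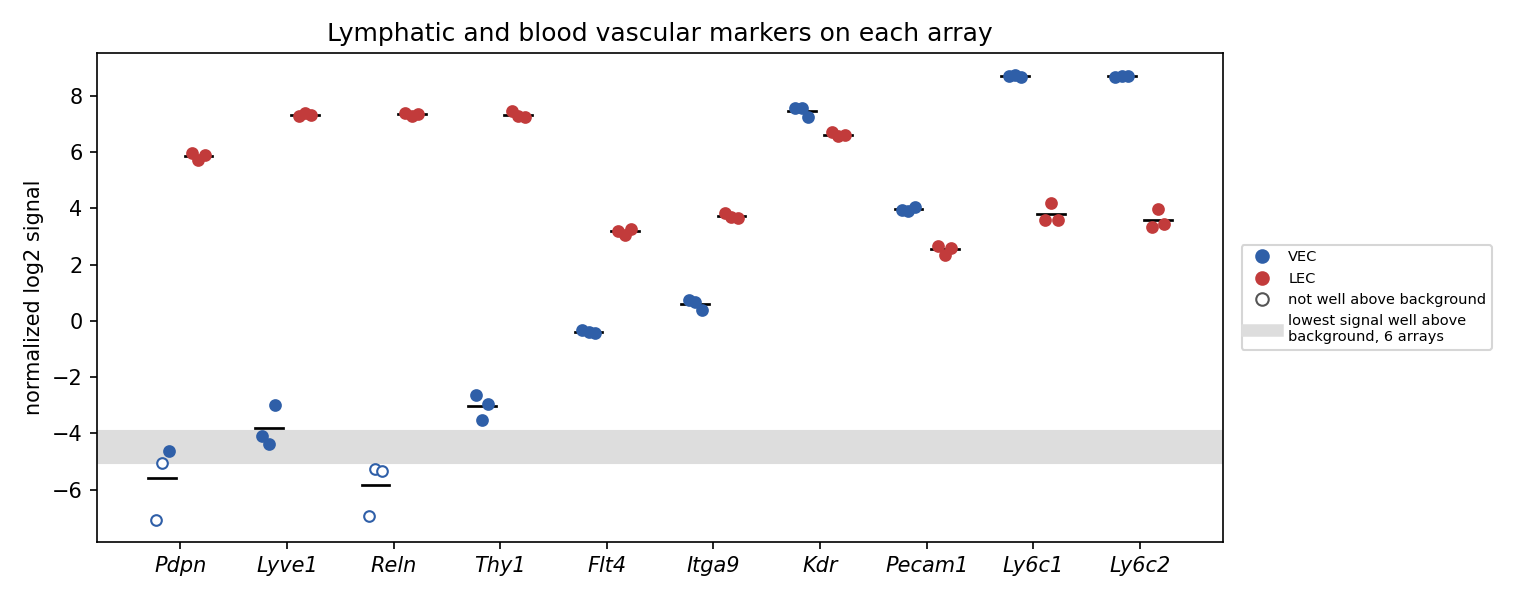
Normalized log2 signal of lymphatic and blood vascular marker genes, including those named in Fig. 4c, on the 3 VEC arrays (blue) and the 3 LEC arrays (red). Open points are not well above background, lines are group means, and the gray band spans the lowest signal well above background on the 6 arrays. Kdr and Pecam1 lie high in both groups.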

When biological pathways were assigned to 1226 entities up-regulated in LECs, WNT signaling pathways were significantly enriched in LECs, suggesting that R-Spo3 may have biological effects on LECs by functioning in an autocrine fashion (Fig. 4e). 

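Of the 130 WNT genes listed, 85 could have passed the 5-fold rule, and 11 of these were over 5-fold higher in LECs (12.9%, against 4.68% of all 12256 such genes; one-sided Fisher's exact test, adjusted p = 0.0067). They were the ligands Wnt2, Wnt9a and Wnt9b, Rspo3 and its receptor Lgr5, the secreted antagonists Dkk3 and Frzb, the intracellular inhibitor Nkd1, and the protein kinase C genes Prkcb, Prkcq and Prkcz. The paper names Rspo3, Wnt2 and Lgr5 for these arrays, and Fig. 4 had been seen when the list was fixed. The enrichment is thus not independent evidence, and it was not tested without these genes. Wnt9a was 13.1-fold and Wnt9b at least 23.4-fold higher, and Dkk3 was 19.4-fold, Frzb at least 8.03-fold and Nkd1 9.44-fold higher. Prkcq was at least 199-fold, Prkcb 37.7-fold and Prkcz 26.8-fold higher. Over 5-fold lower were 4 genes, Apcdd1 (at least 10.5-fold), Dkk2 (8.79-fold), Ctnnbip1 (6.09-fold) and Plcb1 (49.3-fold), which was no enrichment (one-sided Fisher's exact test, adjusted p = 0.75). All of these genes had a limma adjusted p of at most 4.7e-05. By group, 4 of 8 measured WNT ligands were higher and 2 lower (4 and 3 adjusted over the list alone); with normexp background correction 4 ligands were lower, and in alternatives chosen after seeing the data 0 without scaling between arrays and 1 with the slide row as a block. Of 17 receptors and co-receptors 6 were higher, with Adgra2 4.68-fold, and 8 lower, with Fzd7 at least 4.53-fold (well above background on 2 of 3 LEC arrays; the same counts adjusted over the list alone). Of 9 WNT antagonists outside the intracellular list, 4 were higher and 4 lower (5 and 4 adjusted over the list alone). Apcdd1, Dkk2 and Kremen2 were among the lower ones. Of 64 intracellular components 21 were higher and 22 lower (the same counts adjusted over the list alone). Of 4 measured R-spondin family members and receptors 2 were higher, Rspo3 and Lgr5, and 0 were lower (the same counts adjusted over the list alone). Znrf3, a ubiquitin ligase that removes WNT receptors, differed by -0.27 on the log2 scale (limma adjusted p = 0.12) and by -0.48 with its other tested probe (limma adjusted p = 0.015), and it passed as lower without LEC replicate 7 and with the mean of its probes (limma adjusted p = 0.0078 and 0.035, over alternatives 0.0078 to 0.81). Rnf43, a related ligase, was not well above background on any array. Among 19 measured WNT/beta-catenin target genes, 4 were higher in LECs, 8 were lower and 7 did not pass the test (the same counts adjusted over the list alone). Lgr5 and Nkd1 were among the higher ones, and Cd44, 5.86-fold, and Jun, 2.90-fold, among the lower ones. Jun is also in the list of dissociation and stress response genes, of which 26 of 33 were lower in LECs. With the slide row as a block, also chosen after seeing the data, 3 target genes were lower. None of these 6 lists differed from other genes as a set (camera, adjusted p from 0.31 to 0.97). The pathway lists used for Fig. 4e were not used here. From the expression of Lgr5 and the enrichment of WNT pathways in the LEC list, the paper proposes that R-Spo3 may act on LECs in an autocrine way.

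**Figure D4:**
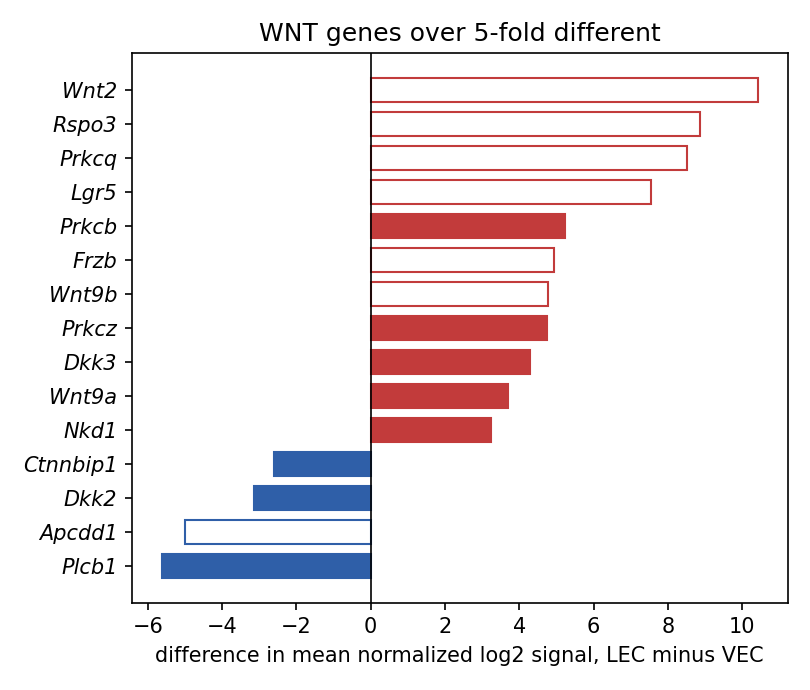
Difference in mean normalized log2 signal, LEC minus VEC, of the 11 WNT genes over 5-fold higher in LECs (red) and the 4 over 5-fold lower (blue). Open bars are genes not well above background on every array of the dimmer group, whose measured difference is uncertain.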

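Other signaling groups differed in both directions. Of 35 measured cytokine receptor and JAK-STAT genes, 6 were higher in LECs, 23 were lower and 6 did not pass the test (the same counts adjusted over the list alone). Kitl, Csf2rb (17.2-fold) and Csf2rb2 (14.5-fold), the last 2 being receptor subunits for GM-CSF and related cytokines, led toward VECs, and Il6ra was 5.20-fold higher in LECs. Of these genes, 7 were over 5-fold higher in VECs (one-sided Fisher's exact test, adjusted p = 0.0047), and the list was lower in LECs than other genes by camera (adjusted p = 0.001; adjusted p = 0.3 with an estimated correlation). Socs3, among the 7, is also in the list of dissociation and stress response genes, of which 26 of 33 were lower in LECs. Of 45 TGF-beta and BMP genes, 14 were higher in LECs, 22 were lower and 9 did not pass the test (the same counts adjusted over the list alone). The ligand gene Tgfb3 was 119.9-fold and Bmp7, well above background on 2 of 3 VEC arrays, at least 24.3-fold higher in LECs. Inhbb (43.8-fold) and the inhibitory Smad6 (17.4-fold) and Smad7 (16.1-fold) were higher in VECs, where 6 genes of the list were over 5-fold higher (same test, adjusted p = 0.029; toward LECs, 3 genes, adjusted p = 0.37). The log2 difference of Smad6, -4.12, was -4.80 without LEC replicate 6 and -2.76 with the slide row as a block, chosen after seeing the data. Of 41 complement and coagulation genes, 16 were higher in LECs, 14 were lower and 11 did not pass the test (the same counts adjusted over the list alone). C2, well above background on 2 of 3 VEC arrays, was 309-fold higher in LECs, its bound being equal to its measured fold. Vwf (26.4-fold) and Plat (15.5-fold) were higher in VECs. Over 5-fold were 7 genes toward LECs and 5 toward VECs (same test, adjusted p = 0.0036 and 0.04). Among the genes higher in LECs, but under 5-fold, were C1qa, C1qb and C1qc, which are also myeloid markers; of that list, 11 of 16 genes were higher in LECs. With all named genes as background, the VEC side did not pass (adjusted p = 0.055, over alternatives 0.0088 to 0.055). Of 33 chemokines and chemokine receptors, 16 were higher in LECs, 10 were lower and 7 did not pass the test (17 higher and 10 lower adjusted over the list alone). Ccl21a, which guides dendritic cells into lymphatic vessels, was 469-fold, Ccl2 39.7-fold and the decoy receptor Ackr2 38.9-fold higher in LECs. Cxcr4 (at least 36.5-fold, well above background on 1 of 3 LEC arrays), Ackr1 (24.4-fold) and Cxcl12 (10.3-fold) were higher in VECs. Over 5-fold were 5 genes toward LECs and 6 toward VECs (same test, adjusted p = 0.0067 and 0.0036). Of 40 Notch genes, 13 were higher in LECs, 20 were lower and 7 did not pass the test (13 higher and 21 lower adjusted over the list alone). Dtx1, well above background on 2 of 3 VEC arrays, was at least 1709-fold and Notch2 32.0-fold higher in LECs, and Mfng (27.7-fold), Notch4 (14.1-fold) and Hey2 (at least 9.28-fold, well above background on 1 of 3 LEC arrays) were higher in VECs. Over 5-fold were 5 genes in each direction, which did not pass (same test, adjusted p = 0.066 and 0.082) but did without VEC replicate 4 (0.024 and 0.034). Toward VECs they also passed without LEC replicate 8 (0.032). They did so too with a shift to the median and with the 75th percentile over probes above background on all arrays (0.032 each). Toward LECs they passed without scaling between arrays, chosen after seeing the data (0.032). With all named genes as background both directions passed, with an adjusted p of 0.0096 and 0.01, over alternatives 0.0096 to 0.07 and 0.01 to 0.092. Of 18 genes of the EGF receptor family and its ligands, 4 were higher in LECs, 7 were lower and 7 did not pass the test (the same counts adjusted over the list alone), with Hbegf 17.0-fold higher in VECs; with the slide row as a block, chosen after seeing the data, 4 were lower. Hbegf was the single gene of this list past 5-fold (same test toward VECs, adjusted p = 0.75). The genes named here had a limma adjusted p of at most 0.0012. By camera, the lists other than the cytokine receptor list did not differ from other genes (adjusted p from 0.33 to 0.91).

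**Figure D5:**
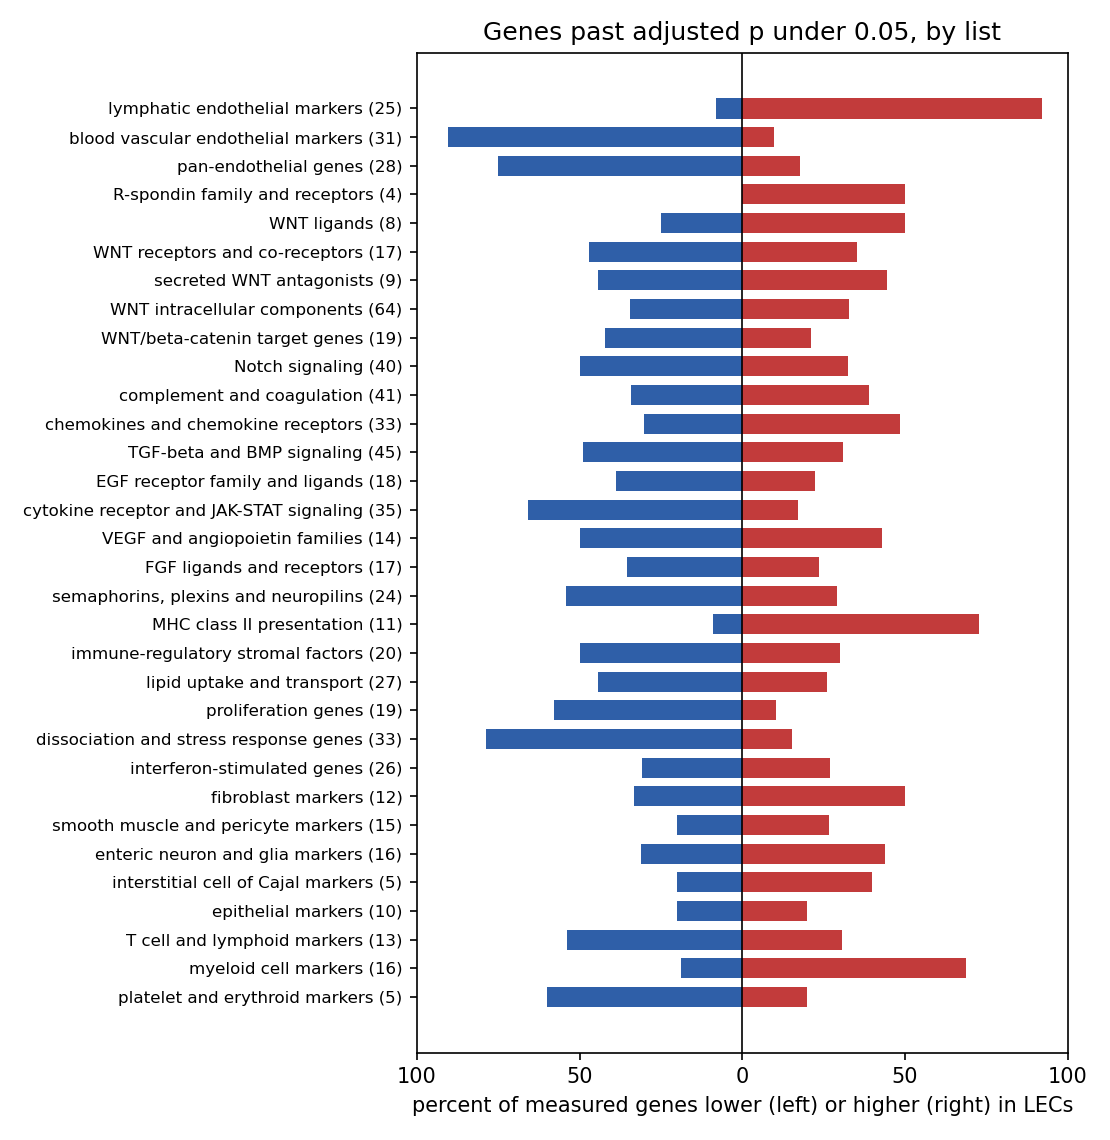
Percent of the measured genes of each list that were higher (red, right) or lower (blue, left) in LECs at a limma adjusted p under 0.05. The number of measured genes is given in parentheses after each list.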

Although multiple pathways other than WNT signaling pathways were also enriched in LECs and VECs, biological roles of these pathways remain to be clarified.

**Figure 2:**
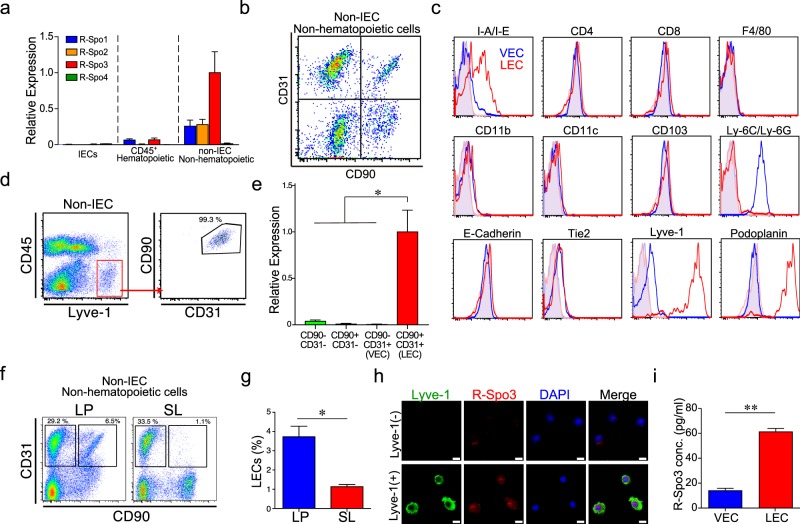
CD45^−^CD90^+^CD31^+^ LECs in the small intestine produce R-Spo3. (**a**) After IECs were harvested from the small intestine of naïve B6D2F1 mice by incubating with EDTA, CD45^+^ hematopoietic cells and CD45^−^ non-IEC non-hematopoietic cells were purified. The relative expressions of *R-Spo* genes normalized to that of *18S rRNA* in each population was measured by quantitative PCR. Data from two independent experiments with similar results were combined and shown as the means ± SE of n-fold difference relative to the expression of R-Spo3 of non-IEC non-hematopoietic cells (n = 12/group). (**b**) Representative FACS plot of CD31 and CD90 expression on CD45^−^ cells from the small intestine. (**c**) Flow cytometric analysis of surface markers on CD45^−^CD31^+^CD90^−^ VECs (blue histograms) and CD45^−^CD31^+^CD90^+^ LECs (red histograms) from the small intestines. Shaded histograms represent unstained controls. (**d**) Expression of CD31 and CD90 was evaluated on gated CD45^−^Lyve-1^+^ cells in the small intestine. (**e**) Expression levels of R-Spo3 in each population shown in (**b**). Data from one of two independent experiments with similar results are shown as the means ± SE (n = 4/group). (**f**,**g**) Lamina propria (LP) and the serosal layer (SL) of the small intestine were mechanically separated. Representative dot plots (**f**) and percentage (**g**) of LECs among CD45^−^ non-IEC non-hematopoietic cells are shown. Data from two independent experiments with similar results were combined and shown as the means ± SE in (**f**) (n = 6/group). (**h**) LECs were sorted from the small intestines. Immunofluorescent staining of Lyve-1 (green) and R-Spo3 (red) with nuclear staining with DAPI (blue) was performed. CD45^−^Lyve-1^−^ cells were stained as controls. Scale bar, 10 μm. (**i**) The concentration of R-Spo3 in the cell lysates from 3 × 10^5^ sorted VECs, and LECs was measured using ELISA. Data from one of three independent experiments with similar results are shown as the means ± SE (n = 4/group). *P < 0.05, **P < 0.01.

**Figure 3:**
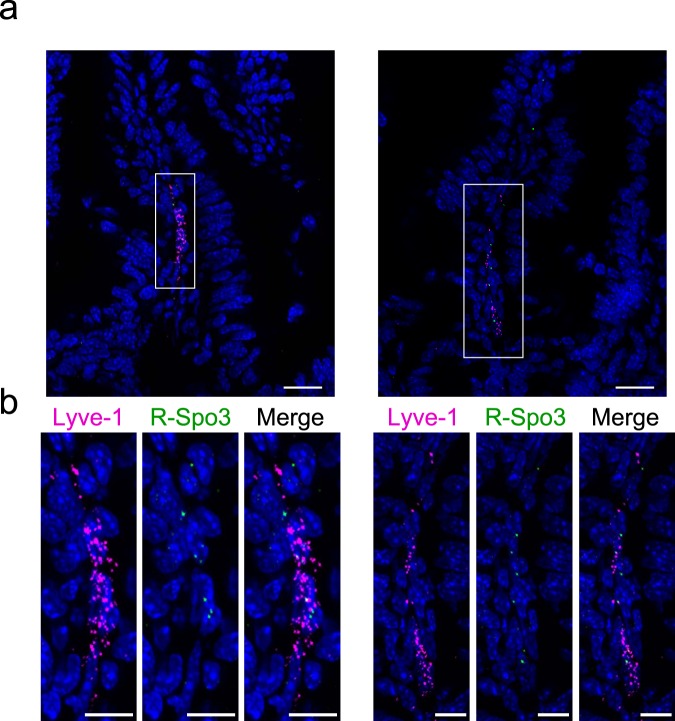
R-Spo3 transcription is detected in LECs by FISH. FISH was performed on the intestinal sections using fluorochrome-labeled probes against *Lyve-1* (magenta) and *R-Spo3* (green) mRNA. (**a**) Representative images from two different parts of the small intestine are shown. (**b**) Images of the Lyve-1 and R-Spo3 signals in the white rectangles on the top panels were magnified and presented as separated or merged images bellow the original images.

**Figure 4:**
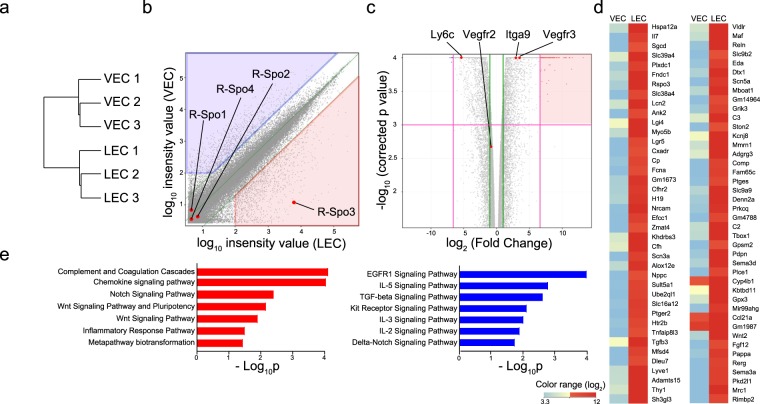
Transcriptome analysis of intestinal LECs. The transcriptome of VECs and LECs sorted from the small intestines was analyzed (n = 3/group). (**a**) Hierarchical clustering using the Euclidean distance of each samples. (**b**) Scatter plot shows the expression levels of each entity in LECs and VECs. The list of 1226 entities that were up-regulated (fold change >5 and expression level in LECs >100; red shaded) and 975 entities that were down-regulated (fold change >5 and expression level in VECs >100; blue shaded) in LECs is shown in Supplementary Table 2. (**c**) Volcano plots with relative differences in expression levels between VECs and LECs and the p value of each entity. Green lines indicate fold change <0.5 or >2, and magenta lines indicate fold change <0.01 or >100 and p < 0.001. (**d**) A heatmap shows the expression levels of highly LEC-specific genes (fold change >100 and p < 0.001; red shaded in Fig. 3c). (**e**) Biological pathways from WikiPathways were assigned to each entity selected in (**b**). The bar charts display the negative log of the enrichment p values for each pathway enriched in LECs (red) or VECs (blue).

### R-Spo3 producing LECs are reduced in acute GVHD

Next, we explored the fate of LECs after experimental SCT. B6D2F1 (H-2^b/d^) mice conditioned with a combination of busulfan and cyclophosphamide were transplanted with bone marrow cells and splenocytes from allogeneic C57BL/6 (B6: H-2^b^) or syngeneic B6D2F1 donors. GVHD was severe and all allogeneic recipients died by day +35 after SCT (Fig. 5a). Significant pathological changes caused by acute GVHD were confirmed in the intestine on day +14 after SCT, including surface erosion, ulceration, epithelial apoptotic bodies, lymphocytic infiltration, neutrophilic infiltration, and edema (Fig. 5b). Immunofluorescent staining demonstrated that Lyve-1^+^ lymphatic vessels were reduced in the small intestine from allogeneic mice compared to those from naïve and syngeneic controls (Supplementary Figure 3a). Flow cytometric analysis showed that LECs were persistently reduced during the first 4 weeks after allogeneic SCT compared to syngeneic and naïve mice (Fig. 5c and Supplementary Figure 3b). In association with the reduction of LECs in GVHD, protein levels of R-Spo3 in the small intestine were significantly decreased in allogeneic mice compared to those in syngeneic recipients (Fig. 5d,e). The expression levels of R-Spo3 in LECs on a per cell basis were comparable in syngeneic and allogeneic recipients, indicating that reduced expression of R-Spo3 was merely a reflection of reduced numbers of LECs (Fig. 5f). Finally, we confirmed that there was no aberrant expression of R-Spos in the intestines after syngeneic or allogeneic SCT, indicating that R-Spo3 is the major R-Spo protein produced in the intestine both at steady state and inflammatory conditions (Fig. 5g,h).

**Figure 5:**
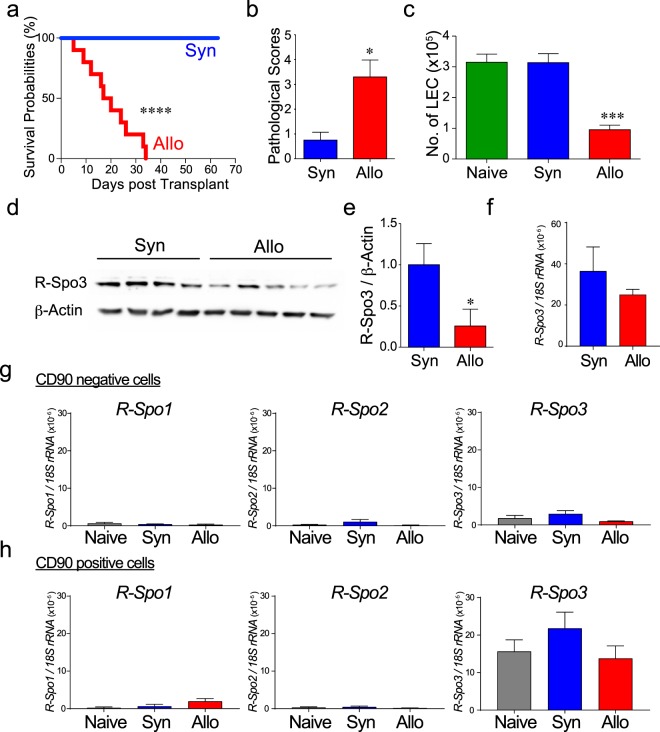
R-Spo3-producing LECs are reduced in acute GVHD. B6D2F1 mice conditioned with busulfan and cyclophosphamide were transplanted with bone marrow cells and splenocytes from allogeneic C57BL/6 (Allo) or syngeneic B6D2F1 (Syn) donors. (**a**) The survival probabilities of the recipients (n = 10/group). (**b**–**f**) The small intestines were harvested on day +14 after transplantation. (**b**) Pathological scores of the small intestines from Syn (n = 4) and Allo mice (n = 6) are shown. (**c**) The absolute numbers of LECs in the small intestine were evaluated by flow cytometric analysis (Naïve; n = 10, Syn; n = 12, Allo; n = 13). (**d**,**e**) R-Spo3 protein in small intestinal lysates was detected by western blotting (**d**), and relative concentrations of R-Spo3 to those of β-actin in the small intestines are shown (**e**). (**f**) Expression levels of *R-Spo3* in LECs from Syn (n = 4) or Allo (n = 5) recipients were measured by quantitative PCR. (**g**,**h**) Expression levels of *R-Spos* in CD45^−^CD90^−^ cells (**g**) and CD45^−^CD90^+^ cells (**h**) were measured by quantitative PCR (n = 4/group). (**a**,**c**,**e**) Data from two similar experiments were combined. (**b**,**f**–**h**) Representative results from one of two independent experiments with similar results are shown. Data are shown as the means ± SE.

## Discussion

R-Spos engage LGR4, LGR5, LGR6, RNF43, and ZNRF3 receptors and potentiate canonical Wnt/β-catenin signaling by inhibiting ubiquitination of WNT receptors^14^. In the intestine, R-Spos in collaboration with WNT ligands play a critical role in the maintenance of tissue homeostasis. However, only R-Spos stimulate ISCs to self-renew, while WNT ligands alone fail to induce self-renewal of ISCs or promote tissue repair after gut injury^14^. R-Spos are indispensable for growth of gastrointestinal organoids *in vitro*, further emphasizing the critical role of intrinsic R-Spos in the maintenance of gut mucosal homeostasis^1,15,16^.

Several previous studies have shown that stromal cells in the intestines produced R-Spo2 and R-Spo3 and support intestinal organoid culture^16–20^. Myofibroblasts isolated from neonatal mice produced R-Spo2 and supported gut organoid generation^18,19^. However, the origin and precise profiles of *in vivo* producers of R-Spos in the adult intestines remained to be investigated. In the current study, we dissected intestinal stromal cells into four populations, namely, CD90^+^CD31^−^ mesenchymal cells, CD90^+^CD31^+^ LECs, CD90^−^CD31^+^ VECs, and CD90^−^CD31^−^ other cells, and found that LECs are the major producer of R-Spo3 in the intestine. In contrast to previous studies^18,19^, the CD90^+^CD31^−^ mesenchymal cell fraction including myofibroblasts did not produce R-Spos in our study. Myofibroblasts may lose the ability to produce R-Spo2 in adulthood. It has also been shown that CD45^−^MYH11^+^α-SMA^+^CD31^−^ mesenchymal cells in the stomach, heart, and liver endothelial cells, possibly including LECs produced R-Spo3^21–23^. Cell types that produce R-Spos may be age and tissue-dependent. Interestingly, Lgr5 is highly expressed in LECs, suggesting that R-Spo3 may have autocrine stimulatory activity on LECs themselves. Our immunofluorescent images showed that R-Spo3 was localized both in the nucleus and cytoplasm in LECs, with moderate enrichment in the nucleus. It has been shown that R-Spo1 mainly localizes to the cytoplasm of quiescent muscular stem cells, while nuclear expression of R-Spo1 is dramatically upregulated after activation of these cells, suggesting that localization of the R-Spos may be context-dependent and that R-Spos translocate between the nucleus and cytoplasm^24^.

Due to the marked hydrophobicity of WNT ligands, they need to exist in close proximity to the responder cells. In the stomach, R-Spo3 preferentially promotes growth of the gastric mucosal epithelial cells residing near the R-Spo3-producing mesenchymal cells, suggesting that mesenchymal cells surrounding the gastric crypt form a niche for gastric stem cells and that R-Spo3 serves as a local proliferative factor of epithelial cells^21^. Recently, Lgr5-positive stromal cells in the lung were shown to form the differentiation niche of mucosal progenitor cells of the alveolar epithelium^25^. The role of lymphatic endothelial cells as a niche for ISCs and the effects of Lgr5 stimulation on LECs need to be elucidated in future studies.

LECs play a critical role in maintaining gut homeostasis. Conditional depletion of LECs in LEC-specific diphtheria toxin receptor-expressing mice causes lethal sepsis, suggesting the critical role of LECs in mucosal barrier function^26^. Stimulation of lymphatic function by vascular endothelial growth factor-C ameliorated inflammatory bowel disease in mice^27^. We found that the numbers of LECs and production of R-Spo3 were significantly reduced in GVHD. Since R-Spos, but not WNT ligands promote tissue regeneration after injury in the intestine and increase Paneth cells^4,9,14^, loss of LECs and R-Spo3 in the intestine could be causally related to GVHD exacerbation. Indeed, R-Spo3 neutralization and to a much lesser extent R-Spo2 neutralization after intestinal injury impaired tissue regeneration, indicating the critical role of intrinsic R-Spo3 production in the homeostasis of gut tissues^10^. However, our results are in sharp contrast to a recent report showing that lymphatic vessels were increased in the intestine in GVHD and that inhibition of lymphangiogenesis ameliorated murine GVHD^28^. We enumerated LECs by flow cytometry, while the previous study used histological analysis in combination with immunohistochemistry of Lyve-1. We also performed immunofluorescent studies of Lyve-1 and found that lymphatic vessels seemed to decrease after allogeneic SCT. However, technical difficulty to make appropriate longitudinal sections of lymphatic vessels hampers us to accurately quantify LECs on the sections, suggesting that flow cytometric analysis is more reliable for quantification of LECs. The dynamics of LECs after SCT could be dependent on severity of GVHD, type of conditioning, HLA disparity, and time course from SCT, requiring further studies.

We previously showed that GVHD targets ISCs and Paneth cells, leading to an impaired intestinal homeostasis and microbial ecosystem, which further exacerbates GVHD^4,29^. Administration of recombinant human R-Spo1 protected Lgr5^+^ ISCs and Paneth cells against GVHD, resulting in maintenance of the integrity of the gut mucosa and intestinal commensals after murine allogeneic SCT^4,9^. Administration of R-Spo1 also ameliorated radiation colitis and experimental inflammatory bowel diseases^30,31^. In this study, we demonstrate a novel role of LECs as the major producer of R-Spo3 in the intestine. A reduction of LECs in GVHD may be associated with delayed tissue repair and defective mucosal defense in intestinal GVHD. The protection of R-Spo-producing LECs or stimulation of LECs to produce R-Spo3 could be potential therapeutic modalities of GVHD.

## Materials and Methods

### Mice

C57BL/6 (B6: H-2^b^) and B6D2F1 (H-2^b/d^) mice were purchased from Japan CLEA (Tokyo, Japan). Animals were allocated randomly for each experimental group, ensuring that the mean body weight in each group was similar. Experiments in the current manuscript were performed in a non-blinded fashion. The Animal Care and Research Advisory Committee of Hokkaido University approved all animal procedures used in this study. The protocol for these experiments was reviewed and approved by the Institutional Animal Care and Research Advisory Committee of Hokkaido University (no. 17–0026). The experimental methods were performed according to the regulations and guidelines established by the Animal Care and Research Advisory Committee of Hokkaido University.

### SCT

Female B6D2F1 mice (8–12 weeks old) were intraperitoneally injected with 25 mg/kg of busulfan (Otsuka, Tokyo, Japan) from day −7 to day −4 and 100 mg/kg of cyclophosphamide (Shionogi, Osaka, Japan) on days −3 and −2 followed by intravenous injection with 1 × 10^7^ splenocytes and 5 × 10^6^ bone marrow cells from allogeneic B6 or syngeneic B6D2F1 donors on day 0, as previously described^32^. Mice were maintained in specific-pathogen-free conditions and received normal chow and autoclaved hyperchlorinated water for the first 3 weeks after SCT and filtered water thereafter. Survival after SCT was monitored daily.

### Flow cytometry and cell sorting

Cell suspensions of the small intestine were prepared as previously described^33^. After removal of Peyer’s patches, small intestines were incubated on a shaker in PBS containing 2% FBS (complete medium; CM) and 1 mM DTT (Sigma-Aldrich, St. Louis, MO) at 37 °C for 20 minutes and subsequently incubated with 1.3 mM EDTA (Nippon Gene, Tokyo, Japan) in CM at 37 °C for 1 hour. After harvesting the supernatants containing IECs, the rest of the intestinal specimens were digested with 0.3 mg/ml type IV collagenase (Sigma-Aldrich) at 37 °C for 1 hour, homogenized, and filtered. To separate serosal cells and lamina propria cells, the intestinal muscularis covered by the serosa was peeled off before digestion using fine surgical forceps and a dissection microscope^34^. The cell suspension was stained with antibodies listed in Supplementary Table 1. Dead cells were removed from the analyses as DAPI (Dojindo Laboratories, Kumamoto, Japan)-positive cells. Cells were analyzed with a FACS CantoII (BD Biosciences, San Jose, CA). Fluorescence-activated cell sorting was performed using a FACS Aria II (BD Biosciences).

### Cytospin

Cell suspensions from murine small intestines were stained with anti-Lyve-1 and anti-CD45 monoclonal antibodies. CD45^−^Lyve-1^+^ LECs and CD45^−^Lyve-1^−^ cells were spun onto glass slides, and dried overnight. The slides were steeped in methanol for 10 minutes at −20 °C and acetone for 1 minute. The slides were washed with PBS and blocked in 0.1% BSA for 30 min. The cells were stained with anti-R-Spo3 rat monoclonal antibodies (R&D Systems, Minneapolis, MN) and anti-Lyve-1 polyclonal rabbit antibodies (AngioBio, San Diego, CA), and then incubated for 1 hour at room temperature with the Alexa Fluor 488-conjugated goat anti-rabbit IgG antibodies and Alexa Flour 555-conjugated goat anti-rat IgG antibodies. Nuclear staining was performed with 1 μg/mL of DAPI. Images were acquired at room temperature using a Fluoview FV1000 confocal microscope (Olympus, Tokyo, Japan) with 60×/1.35 numerical aperture (NA).

### Immunofluorescence

Tissue samples were fixed with 4% paraformaldehyde overnight and embedded in paraffin. After antigens retrieval was performed Target Retrieval Solution pH 6 (Dako Japan, Kyoto, Japan) at 105 °C for 20 min, the sections were treated with blocking reagents containing 0.1% bovine serum albumin for 30 min, followed by incubation with rabbit anti-mouse Lyve-1 antibody at 4 °C overnight. The primary Abs were visualized by incubating with Alexa Fluor 488-conjugated goat anti-rabbit antibody for 1 h, and nuclei were stained with DAPI.

### FISH

FISH was performed using the Quantigene View RNA ISH Cell Assay (Affymetrix, Santa Clara, CA, USA) and following the manufacturer’s instructions with slight modifications. Briefly, the fresh frozen sections of the small intestine were fixed in 4% paraformaldehyde in PBS for 30 min and then washed three times in 50 mM glycine in PBS. The sections were pretreated with a detergent solution for 10 min and then 0.1 mg/ml proteinase K in PBS (Kanto Chemical co, Tokyo, Japan) for 10 min at room temperature. Following processes were performed in accordance with the manufacturer’s instruction. Specific oligonucleotide probe sets against *Rspo3* (Assay ID: VB1-11826) and *Lyve1* (Assay ID: VB6-18604) were purchased from Affymetrix, Inc.

### Quantitative PCR

Total RNA extracted from the small intestine was subjected to conventional reverse transcription by using ISOGEN II (Nippon Gene). cDNA was synthesized using ReverTra Ace qPCR RT Master Mix with gDNA Remover (FSQ-301; Toyobo, Osaka, Japan). Quantitative PCR was performed on the ABI StepOnePlus System (Applied Biosystems, Foster City, CA) using TaqMan Fast Advanced Master Mix (Applied Biosystems) and primer-probe sets (Sigma Aldrich). The *18S rRNA* primer probe set was 5′-GCTCTTTCTCGATTCCGTGGG-3′ for the forward primer; 5′-ATGCCAGAGTCTCGTTCGTTATC-3′ for the reverse primer, and FAM-CTCCACCAACTAAGAACGGCCATGCACC-TAMRA for the probe. The *R-Spo1* primer-probe set was 5′-CGCAACCCCGACATGAACA-3′ for the forward primer, 5′-GACACTTGGTGCAGAAGTTGTG-3′ for the reverse primer, and FAM-CCTCACAGTGCTCGATCTTGCATT-TAMRA for the probe. The *R-Spo2* primer-probe set was 5′-GCCGCTGCTTTGATGAATGTCC-3′ for the forward primer, 5′-CTCCAATGACCAACTTCACAACCTT-3′ for the reverse primer, and FAM-ACACATTCCATAGTCTCATCTAACGGTGCA-TAMRA for the probe. The *R-Spo3* primer probe set was 5′-AACGCCTCCCGAGGAAGG-3′ for the forward primer, 5′-ACAGCCCATTGTAATCTGAACACG-3′ for the reverse primer, and FAM-GCCTCCTTGGCAGCCTTGACTGACA-TAMRA for the probe. The *R-Spo4* primer-probe set was 5′-TTGCCGAGTGTTATCTGAGTCC-3′ for the forward primer, 5′-CGCCGATCCTTCCTGTTCTTC-3′ for the reverse primer, and FAM-ACTCTGCCCAGGAGAAAGAAATCCCAGG-TAMRA for the probe. The relative expression of target genes was determined by the comparative *Δ*C(t) method. Expression levels of *18S rRNA* were used as a standard.

### Western blotting

The small intestine was lysed in RIPA buffer (50 mM Tris–HCl (pH 8.0), 150 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, 5 mM EDTA, 0.1% Triton X-100) supplemented with 50 mM N-ethylmaleimide, 10 μg/ml aprotinin, 50 μg/ml leupeptin, 100 mM NaF and 1 mM Na3VO4. Western blotting was performed as previously described^35^. Proteins were separated by SDS-PAGE and transferred onto nitrocellulose membranes and detected with antibodies shown in Supplementary Table 1. Immunoblot signals were detected using ECL Prime Western Blotting Detection Reagent and the ImageQuant LAS4000 mini system (GE Healthcare, Buckinghamshire, UK), and the band intensity was quantified using ImageJ software (http://imagej.nih.gov/ij/). To detect R-Spo1, R-Spo2, and R-Spo3 separately, gels were cut into three parts and each part of the gel was incubated with antibodies to R-Spo1, R-Spo2, or R-Spo3, respectively. All parts of the gel were gathered again after washing and the image of whole gel was taken. Then, the gel was incubated with anti-β-actin antibodies and detected with the shorter exposure time than that for R-Spondins. The molecular weights of R-Spo1, R-Spo2, and R-Spo3 are 29 kDa, 28 kDa, and 31 kDa, respectively. Recombinant mouse R-Spo3 (R&D Systems) was used as a control.

### ELISA

The levels of R-Spo3 in the lysates from 3 × 10^5^ sorted VECs and LECs were measured using a Mouse R-Spondin 3 DuoSet ELISA kit (R&D systems) according to the manufacturer’s instructions with a sensitivity of 9.38 pg/ml.

### Microarray

LECs and VECs were sorted from the small intestine. Total RNA was extracted using Trizol reagent (Thermo Fisher Scientific, Yokohama, Japan) and QIAshredder column (QIAGEN) according to the manufacturer’s instructions. Cyanine-3 (Cy3)-labeled cRNA was prepared from 0.1 μg of total RNA using a Low Input Quick Amp Labeling Kit (Agilent technologies, Foster City, CA) according to the manufacturer’s instructions and hybridized to a SurePrint G3 Mouse GE 8 × 60 K Ver2.0 (Agilent) for 17 hours at 65 °C. After hybridization, slides were scanned immediately after washing on the Agilent SureScan Microarray Scanner (G2600D) using one color scan setting for 8 × 60k array slides. Data were preprocessed, normalized, and further analyzed using Gene Spring GX software (Agilent technologies). ANOVA was used for the selection of differentially expressed genes among target populations. Pathway analysis was performed using WikiPathways (https://www.wikipathways.org/index.php/WikiPathways). Microarray data were deposited in the Gene Expression Omnibus database (GEO, https://www.ncbi.nlm.nih.gov/geo/, accession number: GE104979).

### Statistical analysis

Mann-Whitney U tests were used to compare data, the Kaplan-Meier product limit method was used to obtain survival probability, and the log-rank test was applied to compare survival curves. All tests were performed with the statistical program Prism (GraphPad, San Diego, CA). *P* < 0.05 was considered statistically significant.

### Data availability

The datasets analyzed during the current study are available from the corresponding author upon reasonable request.

## Electronic supplementary material

dataset1

dataset2

How the deposited data were processed for this re-analysis (not part of the article)

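Transcripts of VECs and LECs sorted from mouse small intestine were measured on 6 one-color Agilent arrays, 3 per population. The authors deposited the intensity of every spot as read by Agilent Feature Extraction 12.0.3.1, background-subtracted by that software and not scaled between arrays. They also deposited a table of log2 values of the same arrays; its values were the log2 intensity minus 1 constant per array for at least 99.9% of the probes (within 0.01), with a 75th percentile between 0.0041 and 0.0068 and medians from -3.19 to -3.13, and without centering of genes. The scale and direction of that table are thus known, and it served as an alternative input.

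From the intensities, log2 values were taken, spots marked as non-uniform or population outliers were set missing, spots of one probe were averaged (300 probes had 10 spots), and the 75th percentile of each array was subtracted. The precision is limited by the number of arrays, 3 per group, and for dim probes by the background: the lowest signal well above background was 12.1 to 25.1 intensity units, depending on the array. A probe was tested if it was well above background on all 3 arrays of at least 1 group, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend), two-sided, with Benjamini-Hochberg adjusted p under 0.05. The fit was tested on simulated data with 33774 probes and the spread of these arrays, LEC against VEC. It recovered 50 of 50 probes changed 100-fold, 50 of 50 changed 5-fold, 38 of 50 changed 2-fold and 7 of 50 changed 1.41-fold. Of 155 calls in all, 10 were false. Only 50 probes per fold were changed, far fewer than the 21603 that passed in the real comparison. These shares therefore need not hold for it. The 5-fold and 100-fold rules followed Fig. 4b and Fig. 4c, with the mean signal taken as a geometric mean, over all probes for the former. The methods name Gene Spring GX and ANOVA, with no settings in the text.

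Probes were named through RefSeq accessions, without versions, of the GRCm38.p6 annotation, used for names only. This named 58.3% of the probes, and 23611 probes stayed unnamed. A gene was represented by its tested probe with the highest mean over the 6 arrays. Named in the text were every gene that the paper names for the arrays, the genes of the sort gates, the 5 largest differences per direction among genes well above background on all arrays, the 5 largest lower bounds per direction, and for each of 32 gene lists up to 3 members per direction, with every member of lists of at most 15 genes; the text gives examples of these, and an item withheld for evaluation is not reported here. Each list was tested with limma's camera (preset correlation 0.01, two-sided, adjusted over the 32 lists), with an estimated correlation beside it. Of the 5 lists past the threshold with the preset correlation, 0 passed with an estimated one. The estimate was -0.037 for the lymphatic, 0.022 for the cytokine receptor and 0.12 for the blood vascular list. It was 0.13 for the pan-endothelial and 0.54 for the dissociation list. For the lymphatic list the estimate was below the preset value, so a higher correlation does not account for its loss. Why the adjusted p rose was not tested. Enrichment among genes past the 5-fold rule used Fisher's exact test, one-sided, over the 12256 named genes that could have passed, adjusted over 14 tests. Some genes are in more than 1 list, such as Lgr5 in the R-spondin and the WNT target lists. The median, mean and test differed in sign for the WNT intracellular, semaphorin, interferon-stimulated, smooth muscle, interstitial cell of Cajal and T cell lists.

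The alternatives were normexp background correction, which used the median signals because the mean signals that had been planned were not among the columns used here, other scalings between arrays, other filters on dim probes, a floor, outlier spots kept, an intensity trend, the methods' one-way test, the deposited log2 table, each replicate left out, stricter or looser thresholds, other linkages, the mean of the probes of a gene, and other backgrounds and lists for the enrichment. Slide and scan date could not serve as blocks, since all arrays shared them. Signals without scaling between arrays and the slide row as a block were added after seeing the data. The copy of Supplementary Table 2 used here held all 1226 entities of its list toward LECs and the first 768 of the 975 toward VECs, so no overlap was computed for the latter. The PCR, ELISA, flow cytometry and imaging experiments and the transplantation experiments were not analysed here.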

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

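All tests of explanations in this part were chosen after the result was seen. The groups below lie outside those that the paper discusses and differed between LECs and VECs in a set test.

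Pan-endothelial genes were lower in LECs as a set (camera, adjusted p = 0.0011; adjusted p = 0.65 with an estimated correlation). Of 28 measured, 5 were higher in LECs, 21 were lower and 2 did not pass the test (the same counts adjusted over the list alone). The junctional gene Esam (26.9-fold), Cd93 (13.9-fold) and Clec14a (11.7-fold) were higher in VECs, and Tspan18 (5.60-fold) and the tight junction gene Cldn5 (4.28-fold) were higher in LECs (limma adjusted p of at most 9.6e-06).

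Genes of the response to tissue dissociation and stress were lower in LECs as a set (camera, adjusted p = 1.4e-05; adjusted p = 0.65 with an estimated correlation). Of 33 measured, 5 were higher in LECs, 26 were lower and 2 did not pass the test (the same counts adjusted over the list alone), and 3 were higher when LEC replicate 6 or LEC replicate 8 was left out. Among the lower ones were the immediate early gene Egr3, 16.0-fold, Ier3, 10.0-fold, and Gadd45g, 9.21-fold higher in VECs. The median difference was -1.65 on the log2 scale, and the value nearest to 0 under the other scalings between arrays was -1.43, so the scaling does not account for it. With the slide row as a block the median was -1.49, but this rests on LEC replicate 6 as the single LEC array in a row with VEC arrays, so an effect of the row and a difference between the groups cannot be told apart; the column was not tested. A stronger response to digestion and sorting in the VEC samples and a difference between the cell types themselves cannot be told apart, because each group was sorted as such: the 6 heat shock genes of the list had a median difference of -0.48 (1 higher, 3 lower by limma), against -1.84 for the other 27 genes.

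The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The LEC and VEC split gave 21603 probes past the threshold and 120 over 100-fold, and the highest of the other splits gave 0 and 0. It gave 5 lists past the threshold by camera, and other splits gave up to 8. The WNT enrichment had an adjusted p of 0.0067, and the smallest among the other splits was 0.0043 (in all, 3 of 10 splits were as small). Each of the other splits keeps part of the difference between LECs and VECs, since it places 2 arrays of a population against 1.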

How the results depend on the processing

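The separation of the groups held under every alternative run, with a ratio of distances from 1.87 to 4.52, and the WNT enrichment toward LECs passed under each, with an adjusted p from 0.0019 to 0.0082. Of 21603 probes that passed, 17973 to 21594 also passed under the alternatives fixed in advance that changed the values, scaling, filter, test or samples, and under those chosen after seeing the data 17448 without scaling and 16422 with the slide row as a block, in each case in the same direction. With normexp on the median signals, 577 probes were over 5-fold higher and 662 lower, and 18 were over 100-fold higher and 0 lower. With the floor, 62 were over 100-fold higher and 0 lower, by construction of the floor. With no minimum signal, 1636 were over 5-fold higher. Leaving out each replicate gave 5 to 12 probes over 100-fold lower. Without scaling between arrays, chosen after seeing the data, the median of all tested probes shifted by 0.23 on the log2 scale, 6916 probes were lower, 65.1% of those past the threshold were higher in LECs against 48.8%, and 2 were over 100-fold lower; Itgam then differed by 0.0092, against -0.22. With the slide row as a block, also chosen after seeing the data, 15 were over 100-fold lower; this fit rests on LEC replicate 6 as the single LEC array beside VEC arrays and assumes that it varies like the others. Vegfd, whose probes disagree, differed by 0.22 (adjusted p = 0.62) with the mean of its probes, against -0.25. Except where the construction is named, the cause was not tested. Of 4284 comparisons of single genes with an alternative, 4198 kept direction and call, 80 lost the call, 4 gained it and 2 turned. All 5 lists past the threshold lost it with an estimated correlation. Signal over background limits the folds of probes that VECs or LECs do not measure. Slide and scan date were not run as blocks, since all arrays share them. No paired analysis was possible because the groups share no replicate numbers.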

Differences from the paper's values

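For genes of Supplementary Table 2 that the paper's text names, the measured log2 differences of the main processing, before any lower bound was taken, differed from the paper's by less than the spread between replicates. The lower bounds given for Rspo3, Lgr5, Wnt2, Pdpn and Reln are smaller than the measured folds by construction. With normexp background correction, Rspo3, Lgr5, Pdpn, Lyve1, Reln, Wnt2, Fgf12 and Flt4 differed by more, such as Lgr5 at 3.41 against 7.56. Itga9, Ly6c1 and Ly6c2 did not. Lgr5 (5.43) and Reln (12.09) also differed with the floor. With the mean of the probes, Reln (11.39 against 13.20) and Fgf12 (4.38 against 3.03) differed. The paper gives 1226 entities over 5-fold higher in LECs and 975 lower, and 1080 and 1109 were counted here at its stated thresholds. Among the alternatives fixed before the data were examined, normexp background correction gave 577 higher and no minimum signal gave 1602 lower, which differ from the paper's values by more than 1.5 times; the others gave counts within 1.5 times of them. Signals without scaling between arrays, an alternative chosen after seeing the values, gave 1242 higher and 975 lower, and 6 of the paper's 1226 entities were not among the 1242.

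The paper describes Flt4 and Itga9 as specific to LECs and Ly6c as specific to VECs. The directions were the same here, and all of these genes were well above background on all 6 arrays, with Flt4 11.8-fold and Itga9 8.78-fold higher in LECs and Ly6c1 30.1-fold higher in VECs. The paper places Rspo3, Wnt2, Fgf12 and Lgr5 among genes over its higher fold threshold. Rspo3 and Wnt2 passed 100-fold here also as lower bounds, of 368 and 1301, with the scanner software's background subtraction. With normexp background correction of the median signals, their log2 differences were 6.19 and 7.95, against 8.86 and 10.42. Rspo3 was then under 100-fold. Lgr5 had a measured ratio of 188 and a lower bound of 43.2, with no VEC array well above background. Its log2 difference was 3.41 with normexp background correction, against 7.56. The probe that represented Fgf12 here was 8.16-fold higher in LECs, and another probe had a measured ratio of 111, with a lower bound of 40.5.

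The paper lists Notch pathways as enriched in both populations and an EGF receptor pathway in VECs. With the lists used here, which are not those of WikiPathways, Notch genes did not pass in either direction (adjusted p = 0.066 and 0.082). Toward LECs they passed with all named genes as background, without VEC replicate 4, and without scaling between arrays, the last chosen after seeing the values (adjusted p = 0.0096, 0.024 and 0.032). Toward VECs they passed with a shift to the median, with the 75th percentile over probes above background on all arrays, without VEC replicate 4, without LEC replicate 8, with all named genes as background and, chosen after seeing the values, with the slide row as a block (adjusted p = 0.032, 0.032, 0.034, 0.032, 0.010 and 0.027). The EGF receptor list did not pass under any alternative run (adjusted p from 0.58 to 0.77). The cytokine receptor and TGF-beta lists passed toward VECs, and the complement, chemokine and WNT lists passed toward LECs, as in Fig. 4e. Since Fig. 4 had been seen when the lists were fixed, this is not independent evidence. Here the complement and chemokine lists also passed toward VECs, where Fig. 4e does not show them (adjusted p = 0.04 and 0.0036); with all named genes as background the complement list did not pass toward VECs (adjusted p = 0.055, over alternatives 0.0088 to 0.055).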

Other observations

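Genes of antigen presentation by MHC class II were mostly higher in LECs: of 11 measured, 8 were higher in LECs, 1 was lower and 2 did not pass the test (the same counts adjusted over the list alone). H2-Eb1 was 7.09-fold, H2-Aa 5.78-fold, H2-DMb1 4.97-fold, H2-Ab1 4.63-fold and the transactivator Ciita 4.01-fold higher (limma adjusted p of at most 0.0018), and H2-Ob was 1.89-fold higher in VECs. As a set they did not pass against other genes (camera, adjusted p = 0.095). Macrophages and dendritic cells, which the sort on CD45-negative cells would remove, also express these genes, and of the myeloid markers 11 of 16 were higher in LECs as well, with a median difference of 1.69 on the log2 scale. Among proliferation genes, 2 of 19 were higher and 11 lower (2 and 12 adjusted over the list alone), and Mki67 was 2.70-fold and Pcna 2.49-fold higher in VECs (limma adjusted p = 4.4e-04 and 1.7e-04; camera, adjusted p = 0.074, over alternatives 0.019 to 0.65, the list passing without LEC replicate 6, at 0.019, with normexp background correction, at 0.023, and without scaling between arrays, chosen after seeing the data, at 0.032). Of these genes 7 were lower without scaling between arrays and 7 with the slide row as a block, both chosen after seeing the data, and 1 was higher when VEC replicate 3, VEC replicate 4, LEC replicate 6 or LEC replicate 8 was left out. Among interferon-stimulated genes, 7 of 26 were higher and 8 lower (7 and 8 adjusted over the list alone), with Zbp1 11.8-fold higher in LECs and Oas2 4.79-fold higher in VECs (limma adjusted p = 3.8e-06 and 0.0019; camera, adjusted p = 0.91), and 5 were lower without scaling between arrays.

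Of 19 measured WNT/beta-catenin target genes, 4 were higher in LECs, among them Lgr5 and Nkd1, 8 were lower and 7 did not pass the test. Among the latter was Axin2, a common readout of this signaling that was chosen after its values were seen, which differed by 0.16 on the log2 scale (limma adjusted p = 0.23).

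Markers of other cells differed in both directions, and none of these lists passed by camera (adjusted p from 0.16 to 0.93). Among fibroblast markers, 6 of 12 were higher and 4 lower (6 and 4 adjusted over the list alone), with Dcn 6.33-fold higher in LECs and Pcolce 7.66-fold higher in VECs. Among smooth muscle and pericyte markers, 4 of 15 were higher and 3 lower (4 and 3 adjusted over the list alone). The potassium channel genes Kcnj8 (144-fold) and Abcc9 (8.51-fold) were higher in LECs, while Acta2 and Myh11 were 1.42-fold and 1.52-fold higher in VECs (limma adjusted p = 0.021 and 0.026). Neither passed when VEC replicate 2 or LEC replicate 8 was left out, nor Acta2 without VEC replicate 3, nor Myh11 without VEC replicate 4 or LEC replicate 6 (adjusted p from 0.064 to 0.079, over all alternatives from 0.0033 to 0.16). The lower genes of the list numbered 1 without VEC replicate 2 or LEC replicate 8, 6 without LEC replicate 7, and 0 without scaling between arrays or with the slide row as a block, both chosen after seeing the data. Among enteric neuron and glia markers, 7 of 16 were higher and 5 lower (7 and 5 adjusted over the list alone), with S100b 15.5-fold higher in LECs, and 3 were lower without scaling between arrays. Among interstitial cell of Cajal markers, 2 of 5 were higher and 1 lower (2 and 1 adjusted over the list alone), Prkcq being the higher one with the largest difference, and 2 were lower without LEC replicate 6. Among epithelial markers, 2 of 10 were higher and 2 lower (2 and 2 adjusted over the list alone), and 5 were higher without VEC replicate 4. Among T cell and lymphoid markers, 4 of 13 were higher and 7 lower (4 and 7 adjusted over the list alone), with Cd2 58.8-fold higher in LECs, and 4 were lower without VEC replicate 2 or LEC replicate 8. Among platelet and erythroid markers, 1 of 5 were higher and 3 lower (1 and 3 adjusted over the list alone), with Hbb-b1 at least 12.2-fold higher in VECs (limma adjusted p = 0.0012).

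The tests in this and the next paragraph were chosen after the result was seen. RNA from macrophages in the LEC samples is a candidate explanation for the myeloid genes that were higher in LECs, which were 11 of 16 measured. Mrc1, the macrophage mannose receptor gene, was at least 662-fold, Aif1 7.20-fold and Adgre1, well above background on 2 of 3 VEC arrays, at least 3.76-fold higher in LECs, but Cd68 and Cd14 fell by 1.16 and 0.96 on the log2 scale (limma adjusted p = 7.3e-05 and 0.00037). The sort on CD45-negative cells would remove macrophages, and Ptprc was well above background on 2 of 3 arrays of each group and not tested, with signals of 23.9 to 37.5 on the LEC arrays and 5.68 to 18.6 on the VEC arrays. With the slide row as a block, chosen after seeing the data, the median difference of the list was 1.51 against 1.69 and 6 of its genes passed as higher; the block leaves LEC replicate 6 as the single LEC array, so this drop in calls says little. Since C1qa, C1qb and C1qc are also in the complement list and endothelial cells may express several of these genes themselves, macrophage RNA and expression by LECs cannot be told apart here.

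Of the 1226 entities in the paper's list toward LECs, 150 did not pass the 5-fold rule here: 146 had a fold of at most 5, and 4 had a larger fold but a mean signal of at most 100. A candidate explanation is that the fold was taken on signals that had not been scaled between arrays: 96% of the 150 passed the rule without scaling. In that list the smallest fold of the normalized columns was 4.07 and 147 entities had a normalized fold of at most 5, while the normalized differences of 99.9% of its entities lay within 0.01 of those computed here. Against it, the smallest fold of the raw columns was 4.76, also under 5, 22 probes that passed without scaling are not in the paper's list, and the paper's methods state that the data were normalized, so it remains a hypothesis.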
